A study of Mus musculus with 12 samples. Its data were reported in "The transcription factor ZNF469 regulates collagen production in liver fibrosis" (2025).

How the data were processed

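RNA was taken from the whole livers of 12 ob/ob mice, which lack leptin and become obese, and poly(A)-selected libraries were sequenced, 1 library per mouse. Per the labels, 6 mice received chow alone (the FLO group) and 6 received chow with ethionine, an ethyl analogue of methionine (the fibrotic group). Group and replicate number were read from the sample titles. The labels disagree on the treatment: 0.165% ethionine in drinking water for 2 weeks in one place and an injection of 0.15% in another.

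The authors deposited 1 table of raw whole-number counts per Ensembl gene, with no normalization. The study's methods name PISCES for quantification of its RNA-seq reads, but state neither the mouse reference and annotation nor whether the counting used strand for these libraries. The genome build of the table is therefore not known, and no coordinates are given. The table held 56205 genes, of which 24871 had a count. Gene symbols came from a separate name table, which matched 51745 of the identifiers. The identifiers without a symbol held 0.0587% of all counts. Total counts per library ranged from 17815568 to 24814263, and the SDs between libraries include the counting error.

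Differential expression was tested in R 4.3.3 with the edgeR 4.0.16 quasi-likelihood test (robust fit), TMM normalization, the filterByExpr low-count filter and Benjamini-Hochberg adjustment. A gene was called at an adjusted p (FDR) of 0.01 or less with an absolute log2 fold change over 0.5, the thresholds of the study's methods. The standard error (SE) of a log2 fold change was computed as its absolute value divided by the square root of the F statistic. Single values were compared by a two-sided exact permutation test over all 924 assignments of 6 against 6, whose smallest p is 0.00216. Values per library are CPM (counts scaled to the TMM-normalized library size), or log2 CPM with a prior count of 2. Libraries of one group were compared pairwise by a chi-square test, and every pair differed by more than sampling noise, the smallest chi-square per degree of freedom being 11.1.

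Zfp469 did not pass the low-count filter, so the planned edgeR fit holds no value for it. Its main value is the difference in mean log2 CPM with the exact test, read against a p of 0.05 (a choice made after the filter had removed the gene), and fits that hold the gene are given as alternatives. A power simulation drew negative binomial counts at the level and dispersion of Zfp469 and of Col1a1, 1000 times per fold change. Correlations are Pearson r and Spearman rho, with 100000 permutations over 12 libraries and exact permutation within groups of 6, adjusted over 12 relations.

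The 15 gene lists were tested with camera (limma 3.58.1, preset inter-gene correlation 0.01), called at an adjusted p of 0.05. The value of a list is the median log2 fold change of its tested members. The lists cover extracellular matrix (ECM) genes and ZNF469 knockout genes named by the study, collagen genes, stellate cell activation, macrophage, Kupffer cell, hepatocyte and cholangiocyte markers, proliferation, the integrated stress response, p53 targets, the methionine cycle, lipogenesis, cholesterol synthesis and the circadian clock. An exact test of each list's mean log2 CPM was added after the data were examined. It tests a difference between groups, not whether a list stands out from other genes.

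The tests other than those marked as added, the 15 lists, the thresholds and most alternatives were fixed before the data were examined. So was the rule for naming genes: the 5 largest and 5 smallest log2 fold changes among called genes with a mean log2 CPM of at least 1 and no overlap between groups, plus Zfp469, Col1a1, Col1a2, Col3a1, Acta2, Xist, Ddx3y and list members. Alternatives were RLE and upper quartile normalization, TMM without the 50 genes with most counts, no low-count filter, at least 10 counts in every sample, DESeq2 1.42.0, limma-voom, a fit that was not robust, a replicate block, other thresholds, and leaving out each library. Added after the data were examined were a sex covariate, a correction for GC content and transcript length, and thinning of all libraries to the smallest. The longest transcripts of GENCODE M21 gave GC content and length for 99.1% of the 13416 tested genes.

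The fit was tested on simulated counts with 200 genes changed by 2-fold or 4-fold. It recovered 88.7% of the changed genes that passed the filter, among 13293 genes, and 1.14% of its calls were unchanged genes. With no change simulated it made 0 calls. In the real data, 1697 of the 4012 called genes changed by more than 2-fold. Smaller changes, and a share of changed genes as large as that called, were not simulated.

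Further lists, written after the first fit and before their own tests, hold smooth muscle markers, Nrf2 targets, fasting-induced genes, male-biased and female-biased liver genes, Y chromosome genes, methylation-dependent germline genes, adipocyte markers and pancreatic acinar genes. For the female-biased and the germline lists, the condition for calling an explanation met was made stricter after the value was seen, which moved both from met to undecided. Genes outside the rule and the lists, such as Osgin1 and Lep, were named after their values were seen.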

Results

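Liver transcriptomes were measured in 12 ob/ob mice, 6 given ethionine (fibrotic) and 6 on chow alone (FLO). The name fibrotic is taken from the sample titles, and no histology was examined here. Total counts ran from 17815568 to 20352675 in fibrotic and from 18275320 to 24814263 in FLO libraries, a difference within the spread between libraries (two-sided exact permutation test, p = 0.115). Mitochondrial genes took 6.49 ± 1.15% of counts (SD, n = 6) in fibrotic and 8.62 ± 1.09% (SD, n = 6) in FLO libraries (exact permutation p = 0.0108, adjusted over 6 measures 0.0325). TMM factors were higher in fibrotic libraries, at 1.07 against 0.941 (exact permutation p = 0.00216), while the share of the 10 genes with most counts did not differ (exact permutation p = 0.742). The labels give no sequencing batch, so no comparison within batches could be made.

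Sex-linked genes were examined first as a check of the labels, which state that only males were used. FLO replicate 3 held 3773 counts of Xist, a transcript of the inactive X chromosome, while the other 11 libraries held between 0 and 4. The same library held 4 counts of the Y chromosome gene Ddx3y. Such counts are the pattern of female tissue, against the stated sex. The library was kept in its labelled group, and values without it are given where they change a call. On the first principal component it lay at -45.6, between the lowest and highest of the other FLO libraries at -51.1 and -43.3, whereas fibrotic libraries lay between 30.9 and 67.6.

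To ask how far ethionine changed liver gene expression, the groups were compared over the 13416 genes that passed the low-count filter. The first principal component held 59.7% of the variance and separated the groups. The edgeR test called 4012 genes, or 29.9% of those tested, with 2139 higher and 1873 lower in fibrotic livers. Groups did not overlap for 30.4% of tested genes, where chance gives 0.216%. Among settings that kept the thresholds, DESeq2 moved the number most, to 4633 genes, of which 3956 were shared with the edgeR calls. Its own filter kept 18565 genes.

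Among genes chosen by the rule, the largest rises were in Afp, Fndc5, S100g, Slc34a2 and Cyp1a1, each higher in 6 of 6 fibrotic libraries. Slc34a2, a sodium-phosphate cotransporter, rose from 1.45 ± 0.524 CPM (SD, n = 6) to 40.0 ± 14.1 CPM (SD, n = 6), a log2 fold change of 4.77 (SE 0.29, adjusted p = 2.82e-08). The log2 fold changes of Fndc5, S100g and Cyp1a1 were 5.01, 4.99 and 4.69. Afp, which encodes alpha-fetoprotein, had a log2 fold change of 5.04 (SE 0.89, adjusted p = 0.000666), but its fibrotic mean of 34.6 CPM was 16.5 CPM without fibrotic replicate 4, and limma-voom did not call it (adjusted p = 0.0240, the highest over its alternatives). The largest falls were in Cyp2c54, C8a, Rgn, Cyp2j5 and Hectd2os, each lower in 6 of 6 fibrotic libraries. Rgn, which encodes regucalcin, fell from 696 ± 133 CPM (SD, n = 6) to 17.6 ± 6.70 CPM (SD, n = 6), a log2 fold change of -5.30 (SE 0.29, adjusted p = 9.11e-09). C8a changed by -5.55 on the log2 scale. The values of Cyp2c54 (-6.92) and Cyp2j5 (-5.05) are uncertain because these genes belong to families with near-identical copies. So is that of Hectd2os (-4.90), an antisense transcript, because the counting is not stated to use strand.

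The study reported on the expression of Zfp469, the mouse counterpart of ZNF469, and of Col1a1 in this model, and both were compared here. Zfp469 (ENSMUSG00000043903) was near the detection limit, with 4 to 24 counts in fibrotic and 3 to 14 in FLO libraries. Its level was 0.674 ± 0.395 CPM (SD, n = 6) in fibrotic and 0.336 ± 0.197 CPM (SD, n = 6) in FLO livers. The difference in mean log2 CPM was 0.74, with 5 of 6 fibrotic libraries above the FLO median, and did not exceed the spread between libraries (two-sided exact permutation test, p = 0.104). The shifts that the exact test did not reject ran from -0.22 to 1.69. Without the low-count filter, edgeR gave 0.99 (SE 0.47, adjusted p = 0.119), and DESeq2 gave 0.99 (SE 0.52, adjusted p = 0.115). One library decides the outcome at 0.05, since without fibrotic replicate 2 the difference was 0.97 (exact permutation p = 0.0368). With counts simulated at this level, the exact test at a p of 0.05 detected a 2-fold rise in 42.5% of draws and a 4-fold rise in 93.8%, so a difference of 2-fold or less would often not be detectable at this depth.

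Col1a1 (ENSMUSG00000001506) was measured at 23.3 ± 12.4 CPM (SD, n = 6) in fibrotic and 27.1 ± 10.1 CPM (SD, n = 6) in FLO livers. Its log2 fold change was -0.22 (SE 0.33, adjusted p = 0.611), within the spread between libraries. The exact permutation test of its log2 CPM gave p = 0.470, and with counts simulated at its level that test at a p of 0.05 detected a 2-fold rise in 82.6% of draws. The power of the edgeR call, which has a stricter threshold, was not simulated for this gene. Col1a2 (-0.11, adjusted p = 0.713) and Col3a1 (-0.03, adjusted p = 0.925) did not differ either. Acta2 (ENSMUSG00000035783), the gene of smooth muscle actin, was lower, at 4.09 ± 1.28 CPM (SD, n = 6) against 9.06 ± 4.14 CPM (SD, n = 6), with a log2 fold change of -1.15 (SE 0.29, adjusted p = 0.00446) and all 6 fibrotic libraries below the FLO median. This call was close to the threshold. The Acta2 log2 fold change was not called without fibrotic replicate 3 (adjusted p = 0.0104), fibrotic replicate 4 (0.0108), fibrotic replicate 6 (0.0123), FLO replicate 3 (0.0109) or FLO replicate 6 (0.0111). Col3a1 turned to a higher mean in fits without fibrotic replicate 2 (0.11), 3 or 6, or without FLO replicate 3 or 6.

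**Figure D1:**
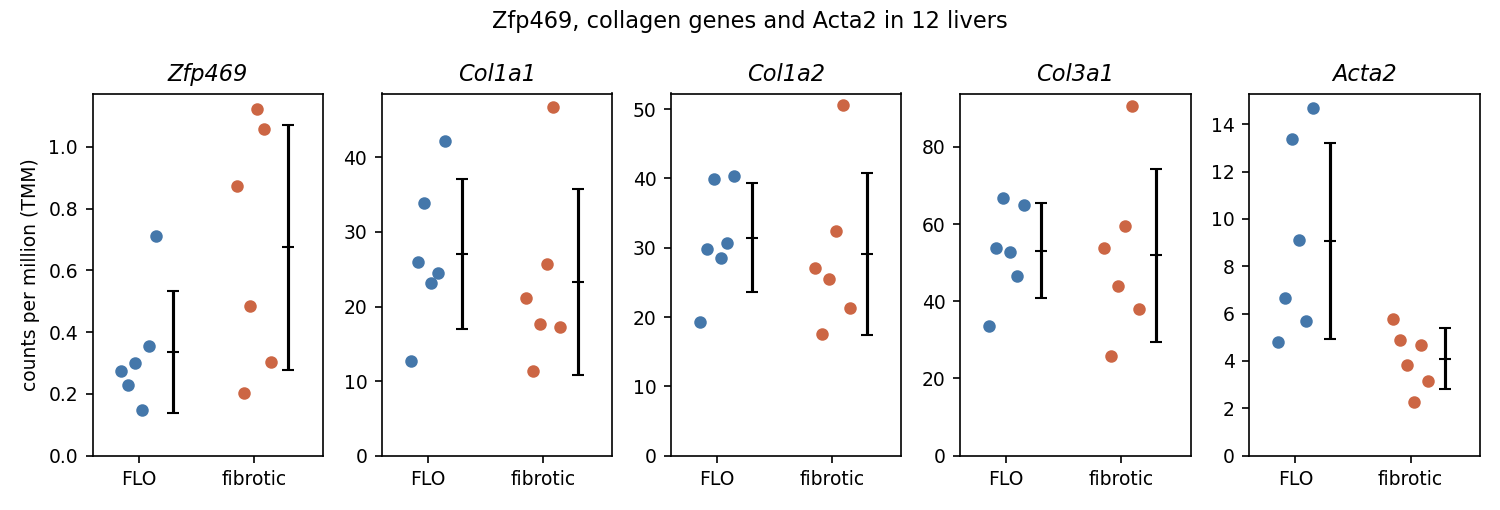
TMM-normalized CPM of 5 genes, each on its own linear axis from 0, with 1 point per liver and the mean ± SD beside each group of 6. Zfp469 and the collagen genes overlap between FLO and fibrotic livers, and all 6 fibrotic values of Acta2 lie below the FLO median.

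The study relates ZNF469 to COL1A1 expression in patient cohorts, and the same relation was computed here. Zfp469 and Col1a1 values overlapped between groups. Over 12 libraries, Pearson r was 0.51 (permutation p = 0.0907, adjusted over 12 relations 0.181) and Spearman rho 0.43 (permutation p = 0.163, adjusted 0.279). Without the 2 libraries farthest from the Zfp469 median, r was 0.35. Leaving out the most extreme values narrows the range of Zfp469, which can lower r by itself. These values therefore cannot tell whether a relation leans on those libraries. Among the alternatives over all 12 libraries, residuals from the group means gave the largest value, r = 0.73 (permutation p = 0.00687). That permutation ignored the groups and the fitted means, so its p can be too small. For the Zfp469 and Col1a1 correlation within fibrotic libraries, r was 0.85 (n = 6, exact permutation p = 0.0194, adjusted 0.0778) and rho 0.94 (exact permutation p = 0.0167, adjusted 0.0667). Within that group, r was 0.69 without the 2 farthest libraries and 0.73 without fibrotic replicate 2 (exact permutation p = 0.108), and 0.86 without fibrotic replicate 6 (exact permutation p = 0.0583), and it lay between 0.73 and 0.94 in the fits without one library. Within the FLO group r was 0.55 (n = 6, exact permutation p = 0.244, adjusted 0.419) and rho 0.60 (exact permutation p = 0.242, adjusted 0.322). That r was 0.14 without the 2 farthest libraries. In the fits without one library it ran from 0.061 (without FLO replicate 6) to 0.83, with no exact permutation p under 0.0833. In the same family, r over 12 libraries was 0.54 for Col1a2, 0.59 for Col3a1 and -0.28 for Acta2, with adjusted permutation p of 0.165, 0.133 and 0.506. Without the 2 libraries farthest from the Zfp469 median, these r were 0.34, 0.38 and 0.10, so that of Acta2 changed sign. Within the fibrotic group, r was 0.86 for Col1a2 (exact permutation p = 0.0167), 0.92 for Col3a1 (exact permutation p = 0.00694) and -0.15 for Acta2 (exact permutation p = 0.774), the first pair with an adjusted p of 0.0778 each. Within the FLO group, r was 0.50, 0.32 and 0.43 in the same order, with adjusted exact permutation p from 0.446 to 0.556. Without the 2 farthest libraries, r was 0.64, 0.74 and -0.21 within the fibrotic group and 0.24, 0.0010 and 0.045 within the FLO group. None of the 12 relations had an adjusted p of 0.05 or less.

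Gene lists fixed in advance were compared next. The study's ECM genes had a median log2 fold change of 0.01 over 15 members (camera adjusted p = 0.970), and leaving out single libraries moved this median between -0.12 (without fibrotic replicate 5) and 0.11 (without fibrotic replicate 2). Of these genes, 2 were called over all genes, Lgals3bp (0.98) and Fbln2 (-0.62), and 1 adjusted over the list alone. The Fbln2 call was lost in 9 of the 12 fits that left out a library, with an adjusted p of up to 0.0195 without FLO replicate 3. For ZNF469 knockout genes the median was -0.17 over 6 members (adjusted p = 0.489), -0.53 without fibrotic replicate 5 and -0.04 without FLO replicate 6. The mean of this list was lower by the exact permutation test chosen after the data were examined (-0.77, p = 0.0152, adjusted 0.0325), with 5 of 6 fibrotic libraries below the FLO median. That difference rests on Inmt, since the mean of the other 5 members did not differ (-0.17, exact permutation p = 0.537). Inmt (-3.03) was the 1 gene called in that list, over all genes and adjusted over the list alone. The 23 tested collagen genes had a median of 0.03 (adjusted p = 0.926), with 1 called higher and 3 lower over all genes, and 3 adjusted over the list alone. The lower ones were Col27a1 (-1.34), Col5a3 (-1.19) and Col18a1 (-0.72). Stellate cell activation genes had a median of -0.12 (adjusted p = 0.635), with 1 gene called over all genes and 0 adjusted over the list alone. Leaving out single libraries moved this median between -0.25 and -0.05. Neither Col1a1, Col1a2 and Col3a1 nor any of these 4 lists rose beyond the spread between libraries.

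Camera called 3 of the 15 lists. The p53 targets were higher, with a median of 1.69 (adjusted p = 0.000559) and 9 of 9 members up. Of these, 8 were called over all genes and 8 adjusted over the list alone. Proliferation genes were lower (median -1.12, adjusted p = 0.00475), with 9 of 9 members down, 5 called over all genes and 7 adjusted over the list alone. Lipogenesis genes were lower (median -1.11, adjusted p = 0.00708), with 10 of 10 members down, 5 called over all genes and 5 adjusted over the list alone. These 3 lists were also past the threshold under fry, which called 6, but camera with an estimated correlation called 0 of the 15 lists, with 0 at an unadjusted p under 0.05. Without fibrotic replicate 2, camera called 7 lists, adding macrophage, Kupffer cell, hepatocyte and cholangiocyte markers. Residual correlation between members was estimated at up to 0.784, far above the preset 0.01, and 69 of 100 splits of the 12 libraries gave 3 or more lists, so a count of 3 lists is within what other groupings gave. The exact test below was chosen after this was seen. It asks whether the mean of a list differed between groups, not whether the list stood out from other genes. Groups did not overlap for 30.4% of all tested genes, and these lists were not compared with random gene sets. In the exact permutation test of the list mean, fibrotic and FLO libraries did not overlap for p53 targets, proliferation or lipogenesis (p = 0.00216 for each, the smallest this test can give, adjusted 0.00812, 6 of 6 libraries in the direction), and 8 of 15 lists had an adjusted p of 0.05 or less.

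Among the other lists, Kupffer cell markers had a median of 0.74 (camera adjusted p = 0.064) and macrophage markers 0.65 (0.0912). Cholangiocyte markers had a median of 1.17 (0.064) and hepatocyte markers -0.46 (0.0912). The medians of the integrated stress response, methionine cycle, cholesterol synthesis and circadian clock lists were 0.13, -0.20, -0.27 and -0.11, with camera adjusted p from 0.489 to 0.747. In the fits without one library, these medians ran from 0.060 to 0.25, -0.35 to -0.18, -0.37 to -0.019 and -0.20 to -0.056. Camera called none of them there. In the exact permutation test, the means of Kupffer cell markers (adjusted p = 0.00812), hepatocyte and cholangiocyte markers (0.0162 each) and the circadian clock (-0.18, 0.0365) also differed. Single members of the integrated stress response, methionine cycle and circadian clock lists moved in opposite directions. Asns rose by 3.52 on the log2 scale, and Atf5, the 1 stress response member called lower, changed by -0.84 (adjusted p = 0.0065). Fgf21 changed by -0.98 but was not called (adjusted p = 0.0353). Mat1a changed by -1.08 and Cth by 1.23. Arntl changed by 1.43, Dbp by -1.70 and Per3 by -1.11, while Nr1d2 changed by 0.08.

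**Figure D2:**
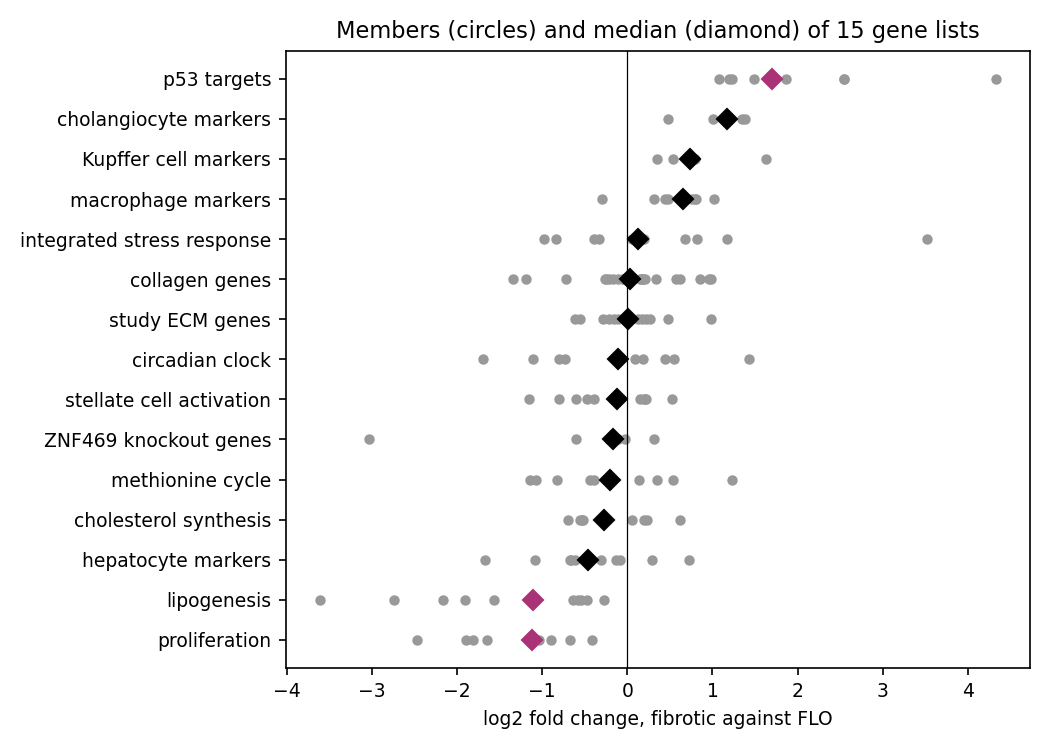
Log2 fold changes (fibrotic against FLO) of the tested members of 15 gene lists as circles and their medians as diamonds, coloured where the camera adjusted p was 0.05 or less. All members of p53 targets lie above 0, all members of proliferation and lipogenesis lie below 0, and the ECM and collagen lists spread to both sides of 0.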

Values the study reported

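The study described no difference in Zfp469 or Col1a1 between ethionine-treated and untreated ob/ob mice, while both genes rose in 2 diet models of steatosis with fibrosis. It describes the ethionine-treated mice as a separate model of fatty liver disease, with inflammation and microvesicular steatosis, and names no fibrosis for them in that passage. Its methods give ethionine at 0.15% in drinking water for 1 week. For COL1A1 and ZNF469 in human cohorts, it reported correlations of 0.67, 0.79 and 0.4 in fatty liver disease and of 0.72, 0.56 and 0.83 in pulmonary fibrosis.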

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

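The tests of library size and of mixed or exchanged samples in this part were chosen after the values were seen, and the condition for the test of a female animal was made stricter after its value was seen. Within each group of 6, the gap between the most extreme library and its nearest neighbour was divided by the range of the group. Of 124 such ratios, 11 passed the limit, where chance gives 6.2. Of those, 2 concern sex-linked genes of 1 library, and the other 9 are not far above what chance gives.

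In the FLO group, replicate 3 stood apart in Xist (ratio 1) and Ddx3y (ratio 0.946). The summed CPM of 4 Y chromosome genes in this library was 0.407% of the median of the other libraries, which argues against a mixture with RNA of a male. Its position on the first principal component, -45.6, lay inside the range of the other FLO libraries and argues against an exchange with a fibrotic library. The sex-linked genes have the pattern of a female animal, and what stays open is whether the autosomal genes follow it. Female-biased liver genes were higher than in the other FLO libraries (median 1.99, log2), and female-biased minus male-biased genes differed by 2.03. But male-biased genes were not lower (median -0.05), and FLO replicate 5 differed by -2.27 the other way. The autosomal genes therefore do not settle the question. Under the first, looser condition the value of 2.03 alone would have counted in favour. Inmt was also highest in FLO replicate 3 (ratio 0.634).

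Fibrotic replicate 4 stood apart in Per3 (ratio 0.677, lowest), Marco (ratio 0.673, highest) and cholesterol synthesis genes (ratio 0.631, lowest). After thinning all libraries to the smallest, the median of these ratios was 0.643 and still over the limit, which argues against library size. The same library had the highest position on the first principal component, 67.6. A stronger response of this mouse is a hypothesis that may explain this and was not tested separately.

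In other FLO libraries, replicate 1 was lowest in Slc34a2 (ratio 0.673) and highest in Hectd2os (ratio 0.686), and replicate 6 was lowest in Dbp (ratio 0.628) and in Kupffer cell markers (ratio 0.687). After thinning, the median ratio of these values and Inmt was 0.656, which argues against library size as the cause of the set, although Dbp (0.624) and Inmt (0.622) fell just under the limit. No biological explanation was tested, since the labels give nothing that sets these mice apart.

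Lep, the gene mutated in this strain and named here after its values were seen, had 10 counts in fibrotic replicate 1 (ratio 0.628, and 0.613 after thinning, under the limit). For adipose tissue in the sample, 1 of 8 adipocyte markers, Adipoq with 10 counts, was highest there. The liver libraries of the FLO group held 4 of the 8 markers above 1 CPM, and the counts of the others are too few to decide, so adipose tissue and chance cannot be told apart.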

How the results depend on the processing

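The tests with a sex covariate, a GC content and length correction and thinned libraries were chosen after seeing the data. The number of called genes stayed within 1.5 times under every alternative that kept the thresholds, from 3566 to 4633 genes, and from 3798 to 4093 across the 12 fits that each left out one library. The 4012 calls changed sign in none of these fits where the gene was tested. An FDR of 0.05 with no fold-change limit gave 6994 genes (3662 higher, 3332 lower), and testing against a log2 fold change of 0.5 with glmTreat gave 1745 (942 higher, 803 lower), because the thresholds themselves differ. The share of higher genes among calls moved between 50.01% and 54.7% over all fits, and the largest shift of the median of all genes by a scaling was -0.0268 (upper quartile).

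The Zfp469 difference ran from 0.58 to 0.97 across the fits that left out one library. It was past a p of 0.05 in 1 of 12 (without fibrotic replicate 2, 0.97, exact permutation p = 0.0368). Over its other alternatives it ran from 0.72 to 0.99. There, permutation p ran from 0.104 to 0.188, and adjusted p was 0.119 in edgeR without the low-count filter and 0.115 in DESeq2. Those adjusted values cannot be read against the limit of 0.05, which is for an unadjusted p. Settings in which this gene was filtered out (at least 10 counts in every sample, limma-voom, the threshold change and the robust option) gave it no value. The sex covariate, the GC content and length correction and the thinned libraries gave it none either. The Col1a1 log2 fold change ran from -0.53 to -0.05 across the fits that left out one library and was not called in any. That of Col1a2 ran from -0.34 to -0.0038 across the same fits and was not called either. The pooled correlation ran from 0.36 to 0.58 across them, and residuals from the group means gave 0.73 (permutation p = 0.00687), past 0.05. Taking residuals removes the group differences in mean log2 CPM, in which Zfp469 was higher (0.74) and Col1a1 lower (-0.27) in fibrotic livers. These opposite differences lower the pooled value. The permutation of residuals ignored the groups and the fitted means, so its p can be too small. Over the alternatives of the pooled correlation, permutation p ran up to 0.325.

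The number of gene lists called was 7 with no low-count filter, 6 under fry and 0 under camera with an estimated correlation, and from 3 to 7 across the fits that left out one library, with 7 without fibrotic replicate 2. The median of the study ECM genes lay near 0 and changed sign under RLE (-0.0146), upper quartile (-0.0219) and the GC content and length correction (-0.0865), changed sign in 7 of 12 fits without one library, and ran from -0.12 to 0.11 when single libraries were left out. The median of collagen genes changed sign with at least 10 counts in every sample (-0.0386) and with the GC content and length correction (-0.13), and ran from -0.14 (without fibrotic replicate 5) to 0.22 when single libraries were left out. No call changed with these signs. Col3a1 changed sign with the sex covariate (0.0440) and ran from -0.26 to 0.11 over the fits without one library. The Ddx3y log2 fold change reversed under limma-voom (0.97) and with the replicate block (0.0790). FLO replicate 3 held 4 counts of Ddx3y, and without it the value was -0.46 (adjusted p = 0.00129), as with the sex covariate (-0.46, adjusted p = 0.00131), so the smaller and positive values in fits with that library reflect its counts. The cause of the sign changes of Col3a1 and the lists was not tested.

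Proliferation lost its call with at least 10 counts in every sample (-0.96, adjusted p = 0.103). Of 1292 values for 54 other results, 1232 kept their direction and side of the threshold, 35 lost the call, 17 gained it and 8 reversed. Acta2 lost its call in 8 fits, with adjusted p up to 0.0283, and Fbln2 and Marco lost theirs in 10 each. Among the 10 genes of the rule, Afp lost its call in limma-voom and no other value changed.

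Replicate numbers occur in both groups but do not pair the mice: the correlations of same-numbered libraries' deviations ran from -0.16 to 0.10. The replicate block gave 3780 genes and a Zfp469 difference of 0.74 (exact sign-flip permutation p = 0.188).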

Other observations

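Tests of collection time, hepatocyte share, pancreatic tissue and a few abundant genes in this part, and the comparison of germline genes with random gene sets, were chosen after the result was seen. The labels give a treatment of 2 weeks. That is longer than the duration quoted from the study above.

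The 4012 called genes were not reached by other groupings: 1 of 100 splits of the 12 libraries, the real one, gave as many, and the largest count of any other was 0. Thinning to the smallest library left 3968 genes, the GC content and length correction 3960, and leaving out FLO replicate 3 3932. These values argue against library size, GC content, length and the sex of that library as the whole cause. TMM without the 50 genes with most counts, the test first chosen for a few abundant genes, moved almost nothing (3993 of the 4012 genes shared) and decides nothing. A share taken by a few genes would shift all others of a library alike. When all genes of the fibrotic libraries were shifted together by log2 values from -1 to 1, the fewest calls were 4012, at a shift of 0, so no shared shift removed them, which argues against this as the whole cause. For gene lists, 69 of 100 splits gave as many as the real one, up to 12, so that count is not beyond other groupings.

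The p53 targets stayed higher in the same checks, with medians of 1.72 after thinning, 1.68 after the GC content and length correction and 1.64 without FLO replicate 3. Relative to the median of all tested genes in each library, which removes any shift shared by all genes, their mean was higher by 1.87 (log2, exact permutation p = 0.00216). A response to DNA damage or nucleolar stress under ethionine is a hypothesis that may explain this, and it was not tested beyond these checks.

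Acta2 fell while type I and III collagen genes did not. Smooth muscle markers fell as a list (median -0.72, 6 of 7 lower, exact permutation p = 0.00433, adjusted over the added lists 0.0173), and the fall held without FLO replicate 3 (exact permutation p = 0.00866). Of the 10 listed genes, 7 were above 1 CPM in FLO livers. Fewer vascular smooth muscle cells in the fibrotic samples are a candidate explanation. A lower activity of contractile genes in the same cells is not excluded.

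Lipogenesis genes were lower. If lower food intake were the cause, fasting-induced genes would rise: their median was 0.56, with 7 of 10 higher, but the list did not pass the exact permutation test (p = 0.0714), so food intake and a direct effect of ethionine cannot be told apart. Circadian genes moved in opposite directions: Arntl (1.43) and Ciart (0.54) were called higher, and Dbp (-1.70), Per3 (-1.11) and Tef (-0.80) lower. Collection at different times of day could contribute, and Per3 minus Nr1d2 changed by -1.20 (exact permutation p = 0.00216), where a shift of time alone was first taken to move both genes alike. Whether a shift of time does move both alike was not tested, and this single gene pair was picked after the pattern was seen. The difference therefore decides nothing, and time of day and an effect of ethionine cannot be told apart.

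Cholangiocyte markers rose by 1.20 more than stellate cell genes (log2, exact permutation p = 0.00216). A lower share of hepatocytes would raise both alike, so it does not account for that gap. It could still account for part of the rise. Hepatocyte markers fell (median -0.46), while Kupffer cell (0.74) and macrophage markers (0.65) rose. The stellate list also holds Acta2, which fell (-1.15), so the gap is not a clean measure of that share. More cholangiocytes, or hepatocytes that express such genes, may also explain the rise, and these were not tested apart.

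Osgin1, chosen after its values were seen, rose from 93.7 ± 23.1 CPM (SD, n = 6) to 2239 ± 912 CPM (SD, n = 6). It is a target of Nrf2, and other Nrf2 targets rose as a list (median 0.57, 8 of 11 higher, exact permutation p = 0.00649, adjusted 0.0173). Higher Nrf2 activity is a candidate explanation, although Nqo1, a common marker of it, fell (-0.66).

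Ethionine can interfere with methylation, and loss of DNA methylation might release germline genes. Summed CPM of 15 such genes was higher by 0.962 CPM in fibrotic libraries without overlap (exact permutation p = 0.00216), a log2 ratio of 0.82. Of 1000 random gene sets of similar mean level, 12.5% had as large a log2 ratio and 5.1% had groups without overlap, so this hypothesis stays open. Before that comparison was added, the lack of overlap alone would have counted in favour. A single gene of this list passed the low-count filter (log2 fold change 0.28). Asz1, singled out after its counts were seen, had 47 counts in fibrotic and 0 in FLO libraries. Of the 15 genes, 9 had any count. Dazl (2 against 6) and Dpep3 (0 against 3) had fewer counts in fibrotic libraries, Slc25a31 had as many, and the rest of the 9 had more.

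Among pancreatic acinar genes, Cela2a, singled out after its counts were seen, had 270 counts in fibrotic libraries and 1 in FLO libraries. Genes other than Cela1 summed to at most 4.64 CPM in a fibrotic library, and Pnlip, Cpa1 and Try4 had 0 counts, which argues against pancreatic tissue in the samples. The list had 2 tested members (median 3.64, exact permutation p = 0.00216), Cela2a and Cela1, and since Cela1 did not differ (0.03, adjusted p = 0.910), the list value rests on Cela2a alone. In FLO livers, 1 of the 8 genes was above 1 CPM. Of the remaining added lists, male-biased liver genes were higher in fibrotic livers (median 0.60, exact permutation p = 0.013), and female-biased liver genes (-0.21), Y chromosome genes (-0.25) and adipocyte markers (0.02) did not pass the exact test. The Y chromosome genes summed to between 60.3 and 73.5 CPM in fibrotic libraries and between 95.5 and 104 CPM in the FLO libraries other than replicate 3, and no explanation was tested.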
